# An optimized protocol for single nuclei isolation from clinical biopsies for RNA-seq

**DOI:** 10.1038/s41598-022-14099-9

**Published:** 2022-06-14

**Authors:** Thomas V. Rousselle, Jennifer M. McDaniels, Amol C. Shetty, Elissa Bardhi, Daniel G. Maluf, Valeria R. Mas

**Keywords:** Next-generation sequencing, RNA sequencing

## Abstract

Single nuclei RNA sequencing (snRNA-seq) has evolved as a powerful tool to study complex human diseases. Single cell resolution enables the study of novel cell types, biological processes, cell trajectories, and cell–cell signaling pathways. snRNA-seq largely relies on the dissociation of intact nuclei from human tissues. However, the study of complex tissues using small core biopsies presents many technical challenges. Here, an optimized protocol for single nuclei isolation is presented for frozen and RNA*later* preserved human kidney biopsies. The described protocol is fast, low cost, and time effective due to the elimination of cell sorting and ultra-centrifugation. Samples can be processed in 90 min or less. This method is effective for obtaining normal nuclei morphology without signs of structural damage. Using snRNA-seq, 16 distinct kidney cell clusters were recovered from normal and peri-transplant acute kidney injury allograft samples, including immune cell clusters. Quality control measurements demonstrated that these optimizations eliminated cellular debris and allowed for a high yield of high-quality nuclei and RNA for library preparation and sequencing. Cellular disassociation did not induce cellular stress responses, which recapitulated transcriptional patterns associated with standardized methods of nuclei isolation. Future applications of this protocol will allow for thorough investigations of small biobank biopsies, identifying cell-specific injury pathways and driving the discovery of novel diagnostics and therapeutic targets.

## Introduction

The ability to capture gene expression at the single cell resolution has propelled significant discoveries in the biomedical field over the last decade^1,2^. Specifically, single cell RNA-sequencing (scRNA-seq) provides novel insight into cellular heterogeneity across human tissues and facilitates the study of complex diseases. However, an essential prerequisite for scRNA-seq is the processing of tissues into a homogeneous single cell suspension. This process typically relies upon enzymatic incubations at elevated temperatures that can introduce cellular stress artifacts and noise that is only evident after sequencing^3,4^. In addition, with tissues that have been fixed or partially dissociated, the cell isolation method can preferentially select for easily dissociable cell types. This produces a biased representation of cellular architecture^5^. Moreover, human tissue biopsies collected for clinical diagnostics are obtained at any time of day and often away from the laboratory, making the fast processing of fresh viable and healthy cells unpractical. Recently, single nuclei RNA-seq (snRNA-seq) has been introduced as a method to surpass these limitations, whereby cytosolic components are forgone for a clearer snapshot of gene expression^6–8^.

snRNA-seq provides an attractive alternative to overcome technical complications introduced during sample preparation. Nuclei isolation is not biased towards common cell types and is more suited to identify the cellular etiology of pathology, due to morphological similarities. Although snRNA-seq is still within its nascent stages, there is a growing number of publications that have been validated for fresh or flash frozen tissue sections and cell lines. A common strategy utilizes mechanical homogenization in low concentration detergents to disrupt cellular membranes while releasing intact nuclei, followed by removal of aggregated nuclei and debris^9–12^. However, mechanical homogenization leads to over lysis and isolation of unhealthy, ‘blebbing’ nuclei. Aggregate and debris removal is typically accomplished through lengthy ultra-centrifugation or cell sorting techniques which further decrease nuclei quality and total yield. Currently, there are few publications reporting a step-by-step protocol for the application of single nuclei from clinical samples, none of which utilize small needle biopsies^13–15^. There are also no published methods for obtaining intact single nuclei from RNA*later*-stored samples, a common approach used for biobanking clinical biopsies. The limitations of the current methods prevent the processing of such tissues, precluding the evaluation of critical clinical samples collected at unexpected times and away from the laboratory.

Herein, we present an adapted method for single nuclei isolation from small needle biopsies independent of preservation method (e.g., fresh-frozen, flash-frozen, or RNA*later*-stored). The described method excludes lengthy procedures for debris removal. The basic performance of this method was evaluated by viability and total yield using human kidney needle biopsies as well as tissue sections from all major organs from mice. Five human kidneys were isolated and processed through the Chromium Controller platform for snRNA-seq. This method demonstrates proficient single nuclei isolation across multiple samples thereby circumventing the need to optimize multiple protocols.

## Materials

### Reagents

#### Lysis buffer

- 1× PBS pH, 7.4 (Invitrogen, cat. no. AM9625).
- 10 mM Tris–HCL pH 7.5 (Invitrogen, cat. no. 15567027).
- 0.0125% Triton X-100 (Invitrogen, cat. no. A16046.A).
- 1 mM DTT (Thermo Fisher Scientific, cat. no. R0861).
- 0.2 U/μL RNAse inhibitor (Promega, cat. no. PRN2611).

#### Wash and resuspension buffer

- 1× PBS pH, 7.4 (Invitrogen, cat. no. AM9625).
- 2% Bovine serum albumin (molecular grade) (Sigma-Aldrich, cat. no. A9418-50G).
- 0.2 U/μL RNAse inhibitor (Promega, cat. no. PRN2611).

### Equipment

- Bench top centrifuge with swinging bucket rotor (Sorvall, cat. no. 75004240).
- Bench top centrifuge (Sorvall, cat. no.75002447).
- Countess II FL automated cell counter (Thermo Fisher Scientific, cat. no. AMQAX1000).
- Fluorescent dyes: 4ʹ,6-diamidino-2-phenylindole (DAPI) (Invitrogen, cat. no. D1306), ActinGreen (Invitrogen, cat. no. R37110), and Mitotracker CMXros (Invitrogen, cat. no. M7512).
- Micro stir-rod.

## Methods

### Tissue sample collection

Human kidney graft biopsies from five kidney transplant recipients were obtained as part of our ongoing studies following informed consent from all subjects and/or their legal guardian(s). All experimental protocols were approved by the University of Maryland Institutional Review Board (IRB#HP-00092097) and were carried out in accordance with relevant guidelines and regulations. Tissues were collected with 18-gauge biopsy needle and preserved in RNA*later* (Ambion). The samples included normal and disease kidney tissues (one graft biopsy that was characterized as normal/non-specific based on histologically evaluation using Banff scoring^16^) and four samples were characterized as having acute kidney injury (within the first weeks of peri-transplant).

Mouse needle biopsies were collected from heart (left ventricle), liver, kidney, spleen, lung, duodenum, large intestine, bone marrow, and brain (cortex) using a 1.25 mm disposable biopsy needle. Mouse tissues were preserved in RNA*later* and stored in − 80 °C until processing. All experimental methods were approved by the ethics committee established by the Office of Animal Welfare Assurance (OAWA) at the School of Medicine of the University of Maryland to ensure that methods were carried out in accordance with the appropriate approvals and in accordance with the ARRIVE guidelines (IACUC 0920006).

### Single nuclei isolation

Nuclei isolation followed a modified protocol which is described in detail below. Briefly, human kidney needle biopsies were removed from − 80 °C storage and minced to 0.5–1 mm pieces on dry ice with a sterile scalpel blade. The sections were transferred to a 2 mL flat-bottom centrifuge tube containing a micro-stir rod and cold 1 mL lysis buffer. To lyse tissues, samples were placed on a stir plate at 100 RPM and incubated for 5 min while on ice. After lysis, the supernatant was transferred to a 15 mL centrifuge tube containing 6 mL cold wash and resuspension buffer. The remaining tissue sections were washed with an additional 1 mL cold wash and resuspension buffer, and subsequently transferred to the same 15 mL tube placed on ice. To achieve efficient lysis and higher nuclei cell counts, lyses and washes were repeated twice (for a total of three times). An additional 1 mL cold lysis buffer was added to the remaining tissue sample, incubated, transferred, and washed. On the last lysis step, the tissue was incubated for 10 min on ice, stirring at 150 RPM, and processed in the same manner. The 15 mL falcon tube containing extracted nuclei were centrifuged at 600×*g* for 5 min in a 4 °C pre-cooled bucket-rotor centrifuge. The supernatant was discarded, leaving the pellet undisturbed. Using narrow-bore 200 μL gel-loading tips (Thermo Fisher Scientific), the pellet was resuspended in 200 µL cold wash and resuspension buffer and gently pipetted 7–10 times to disrupt aggregated nuclei. The remaining volume was adjusted to 1 mL with cold wash and resuspension buffer. Following, the cell suspension was filtered through a 70 µM FlowMi cell strainer (Sigma-Aldrich) followed by a 40 µM FlowMi cell strainer (Sigma-Aldrich). The effluent was then centrifuged in a 4 °C pre-chilled benchtop centrifuge at 600×*g* for 5 min. The supernatant was discarded, and the pellet resuspended in 200 µL cold wash and resuspension buffer. Isolated nuclei were quantified using DAPI staining solution (Thermo Fisher Scientific) and Trypan blue solution (Thermo Fisher Scientific) while also evaluating cell viability. Nuclei were manually counted using a hemocytometer, and automatically counted using a Countess II FL automated cell counter (Thermo Fisher Scientific) following standard methodology.

#### Tissue homogenization

I. Freshly prepare all reagents on the day of isolation. Autoclave and treat all equipment with RNAsin to reduce contamination.
  - *Critical step* RNAse can greatly reduce nuclei yield and contribute to degradation artifacts within the cDNA. All surfaces and equipment should be decontaminated, and reagents must stay cold throughout the procedure to reduce the activity of RNAses/DNAses. To decrease nuclei retention on plastics, coat pipette tips and centrifuge tubes with 5% BSA to increase nuclei recovery.
II. Prepare the following and place on ice:
  - 2 mL flat-bottom centrifuge tubes equipped with a micro stir-rod also containing 1 mL of lysis buffer.
  - 15 mL centrifuge tubes containing 6 mL wash and resuspension buffer.
III. Remove needle biopsies from − 80 °C freezer storage and place on ice. Section the biopsy into 1 mm pieces using a sterile scalpel blade and place tissue within the 2 mL centrifuge tubes containing a micro stir-rod.
IV. Transfer sample to a magnetic stir plate. Stir at 100 RPM for 5 min on ice.
V. Remove centrifuge tubes from stir plate and allow tissue sections to settle at the bottom. Transfer the supernatant to the 15 mL centrifuge tubes containing 6 mL of wash and resuspension buffer.
VI. Wash the tissue sections with 1 mL of wash and resuspension buffer and transfer supernatant to the 15 mL centrifuge tubes.
VII. Add 1 mL of lysis buffer and stir for an additional 5 min at 100 RPM.
VIII. Repeat steps V–VI.
IX. Add 1 mL lysis buffer and stir for an additional 10 min at 150 RPM.
X. Repeat steps V–VI.
  - *Note* For fibrotic tissues, amend steps VII–X by allowing the tissue to remain in lysis buffer for 20–30 min at 100 RPM. Followed by washing with BSA and proceed with step XI.
XI. Centrifuge the 15 mL tubes at 600×*g* for 5 min in a benchtop centrifuge equipped with a swinging-bucket rotor and precooled to 4 °C.

#### Aggregate and debris removal

XII. Carefully remove the 15 mL tubes from the centrifuge and place on ice. Discard the supernatant and resuspend the nuclei pellet in 200 μL wash and resuspension buffer. Transfer this suspension to a new ice-cold 1.5 mL centrifuge tubes.
XIII. Using 200 μL gel-loading pipette tips, gently pipette the nuclei approximately 10–15 times to disrupt aggregated nuclei.
XIV. Add 800 μL of wash and resuspension buffer to the nuclei suspension and filter solution using a 70 μM FlowMi cell strainer followed by a 40 μM FlowMi cell strainer.
XV. Centrifuge the nuclei suspension in a 4 °C pre-cooled benchtop centrifuge at 600×*g* for 5 min.

#### Nuclei visualization and counting

XVI. Discard the supernatant without disturbing the pellet and resuspend in 200 μL wash and resuspension buffer.
XVII. Using 200 μL gel-loading pipette tips, gently resuspend nuclei.
XVIII. Aliquot 10 μL of the sample solution into a new 0.2 μL microcentrifuge tube and add 90 μL of Bromophenol Blue. Mix well. Aliquot an additional 20 μL of sample solution into a new 0.2 μL tube and add 1 μL of ready-made DAPI solution. Mix well.
XIX. Allow DAPI-stained nuclei to sit on ice for 10 min. While waiting, load the Bromophenol blue stained nuclei onto a hemacytometer. Proceed with nuclei counts using an automated cell counter.
XX. Load 10 μL of the DAPI-stained nuclei onto a hemacytometer for automated cell counting. Record the number of DAPI-positive cells.
XXI. Load the remaining 10 μL of the DAPI-stained nuclei onto a disposable hemacytometer. Visualize and count the nuclei using a fluorescent microscope equipped with 4×/10× objectives.

### Sample processing with the 10× platform

The isolated nuclei were processed through the 10× Chromium workflow per the manufacturer’s instructions. The Chromium Next GEM Single Cell 5ʹ Kit v2 (10× Genomics PN-1000263) followed by the library construction kit (10× Genomics PN-1000190) was used. The resulting libraries were analyzed using the Bioanalyzer 2100 instrument (Agilent) and cDNA quantity was assessed by Qubit fluorometer (Thermo Fisher Scientific). Libraries were then sequenced using a NovaSeq 6000 S4 flow cell (Illumina) targeting 10,000 reads/cell and 100-bp paired-end sequencing.

### snRNA-seq data analysis

The FastQ files generated by the 10× Genomics standard sequencing protocol were aligned to the human pre-mRNA reference sequence (build GRCh38) using CellRanger (10× Genomics, v3) resulting in 3 output files, namely, a table of cell barcodes, a table of gene names, and a gene expression matrix for each individual sample. The CellRanger output was used for preliminary quality control (QC) of the samples. The number of detected features, the depth of gene expression, and the proportion of mitochondrial gene expression in each of the kidney samples were assessed. Genes expressed in few cells (< 3 cells), cells with few expressed genes (< 400 genes), and cells with a high number of expressed genes (> 5000 genes) were excluded based on data-driven cut-offs. Nuclei with > 2.5% of mitochondria gene expression were also removed from downstream analysis. Samples were integrated into one dataset using the R package ‘Seurat’ and tested for any potential batch effects due to technical differences in samples. After correction for possible batch effects, cell clustering using principal component analysis (PCA) followed by uniform manifold approximation and projection (UMAP) was done. Sub-clustering of cell types was based on gene expression of highly variable genes and publicly available knowledge databases to assign potential cell identity to each of the distinct cluster. All statistical analyses and illustrations were generated using R.

## Results

The following optimized protocol describes nuclei isolation compatible with small human and mouse tissue biopsies for 10× Chromium Controller platform and snRNA-seq. These optimizations eliminated cellular debris and allowed for a high yield of high-quality nuclei and RNA for library preparation and sequencing. The procedure is gentle, fast, and efficient using readily available laboratory supplies.

Five human kidney grafts were independently processed, minced, and transferred to a gentle lysis buffer with agitation, allowing for physical dissociation of cell membranes. During this step, samples are to remain in full contact with lysis buffer containing RNase inhibitors and to remain on ice. Sequential lysis and washes increased the final number of collected nuclei and reduced the presence of contaminants. In line with standard protocols, the centrifugation steps were done at low speed to minimize nuclei damage. Cellular debris was removed by passing the sample through a 70 µm filter followed by a 40 μm filter. An additional step involving resuspension of the nuclei with a narrow-bore gel loading pipette tip is included to reduce nuclei multiplets or nuclei aggregation (Fig. 1), a common isolation obstacle leading to sample reduction. Note, excessive pipetting can lead to premature lysis. Released intact nuclei were stained with DAPI, ActinGreen, and Mitotracker CMXros (Fig. 1) to evaluate nuclei morphology, actin cytoskeleton contamination, and mitochondrial contribution, respectively. Nuclei blebbing was not observed (Fig. 2A). Nuclei were then counted using a hematocytometer and a Countess electronic cell counter (Fig. 2B). To show the applicability, feasibility, and reproducibility of the method, the protocol was repeated using needle biopsies collected from various mouse tissues without proceeding through the 10× Chromium Controller platform. Specifically, to evaluate the performance of the method independently of tissue type, multiple tissues from mice were used for nuclei isolation. Nuclei counts and integrity were consistent with human kidney isolations (Fig. 3). Fluorescent staining also confirmed that nuclei were indeed viable at the end of the protocol with little cellular membrane contamination. Depending on the number of samples and sample complexity, this procedure can be completed in 90 min or less for immediate processing through the 10× Chromium Controller platform.

**Figure 1:**
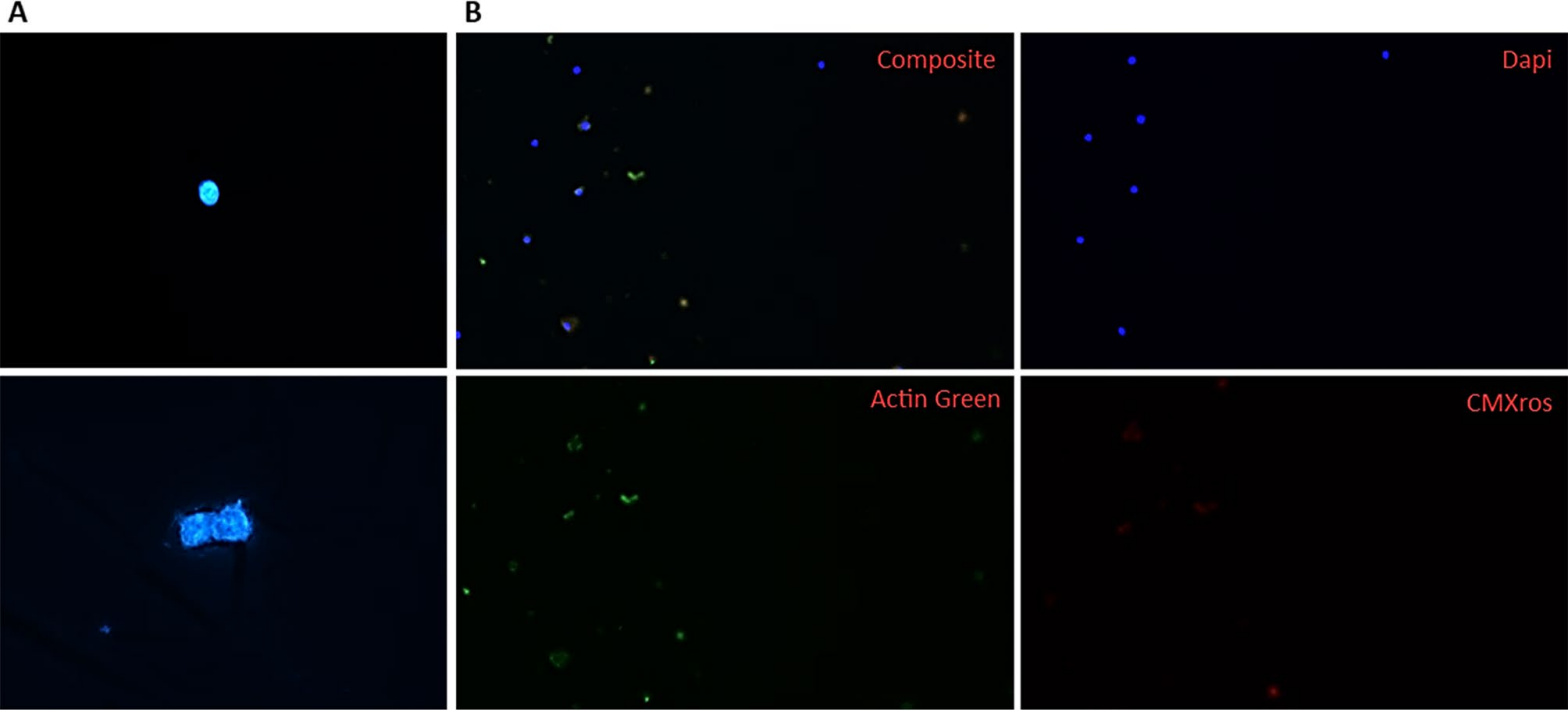
Examination of nuclei morphology by fluorescent staining. (**A**) Representative images of DAPI-stained nuclei showing successful isolation of a healthy single nucleus (top) and nuclei aggregation (bottom). Nuclei doublet also shows abnormal nuclear morphology. (**B**) Positive fluorescence staining with DAPI, CMXros, and Actin Green (clockwise). The composite image (top left) confirms live cell staining after enriching for nuclei using the protocol.

**Figure 2:**
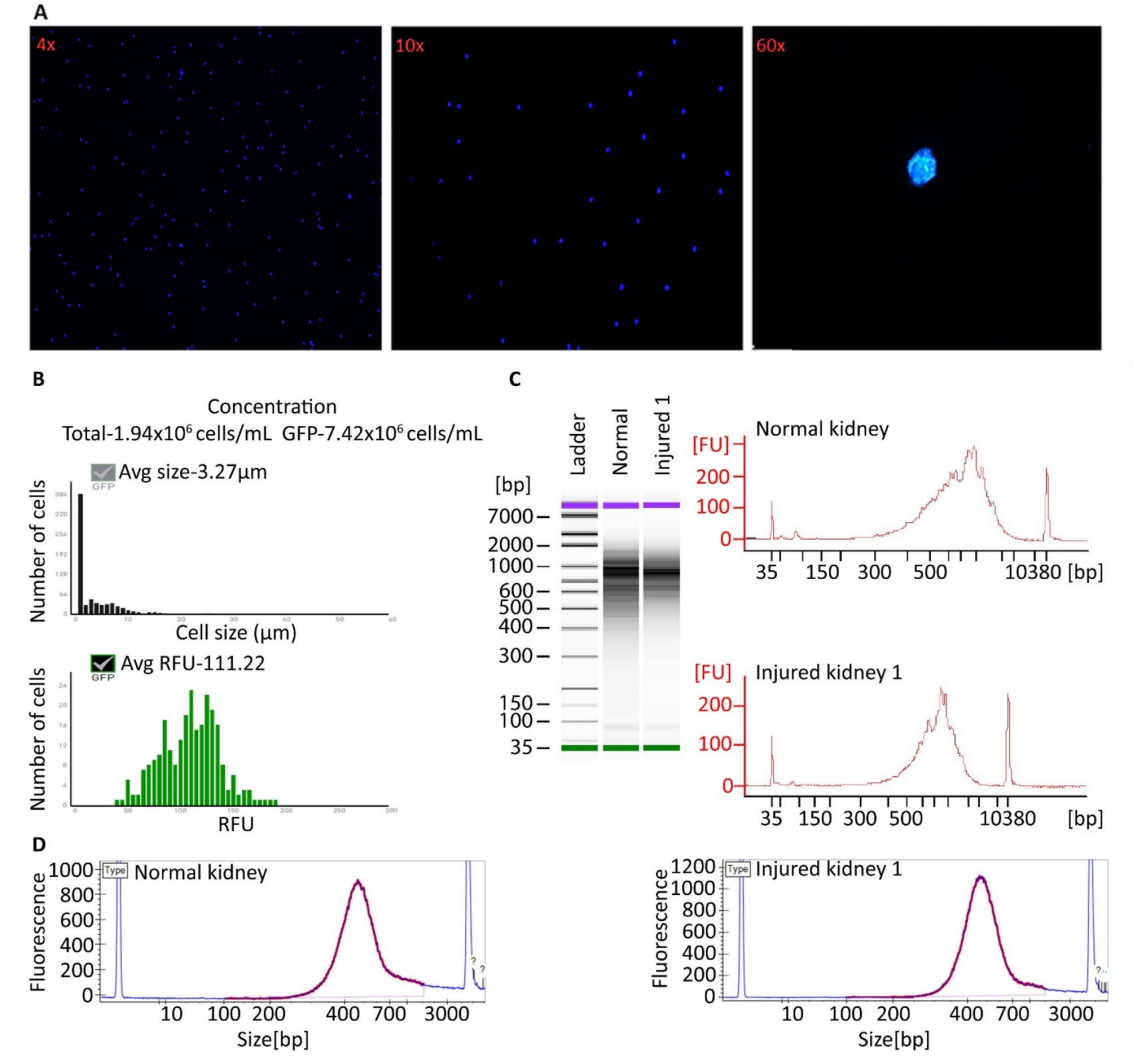
Quality control assessment of nuclei isolation from human kidney biopsies. (**A**) Representative images for morphological analysis of DAPI-stained nuclei. Magnification is in increasing order. (**B**) Cell number acquired by Countess II automated cell counter represents the total number of nuclei (GFP) and background noise (cellular debris, total). (**C**) Agilent bioanalyzer analysis of the cDNA traces. Fragments are expected to be > 600 bp with a max length of 2000 bp. Top, normal sample; bottom, injured kidney 1 sample. (**D**) Agilent bioanalyzer of post-library preparation quality. A size range of 400–600 bp is expected.

**Figure 3:**
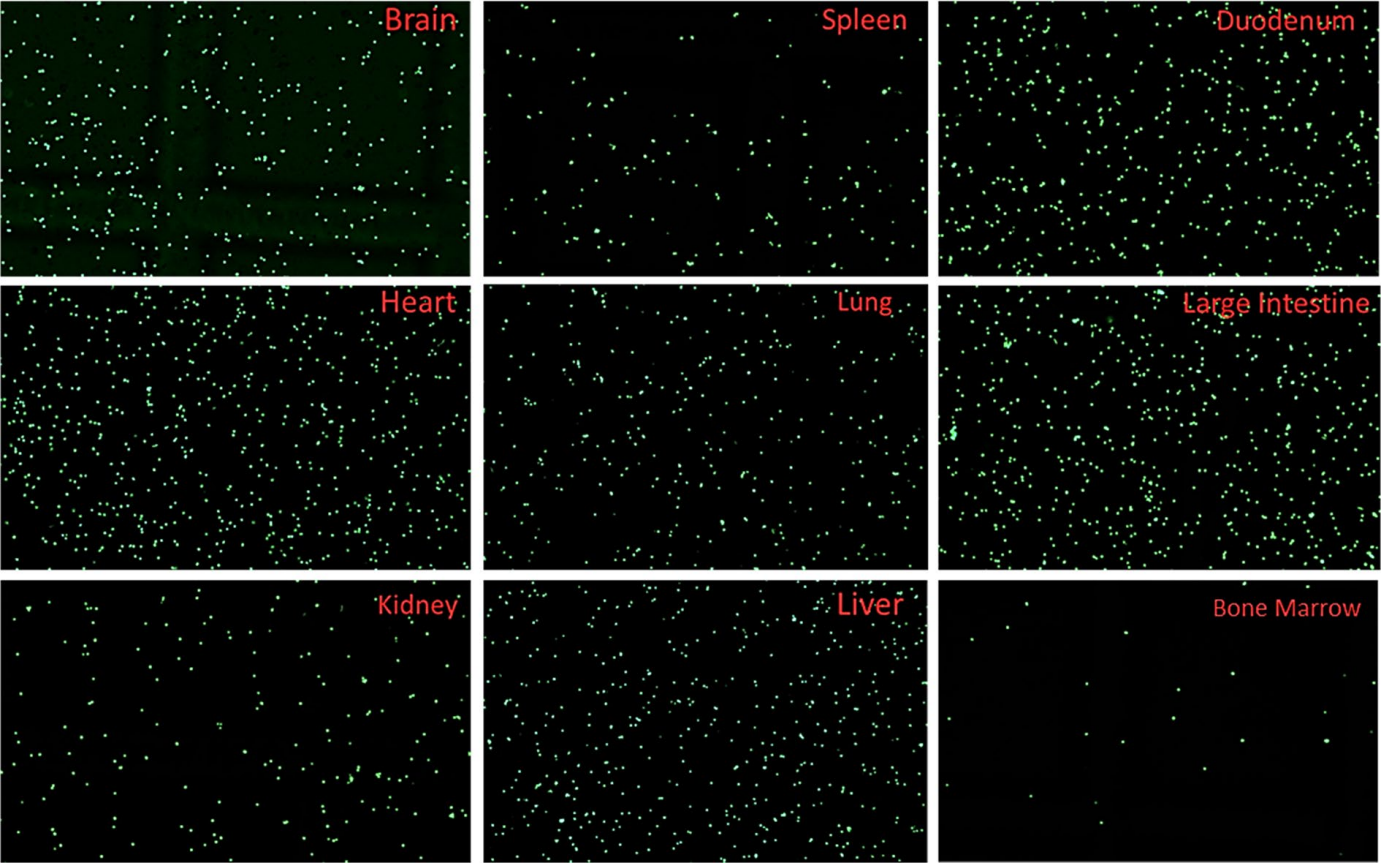
Representative images of single nuclei isolation from mouse tissues. Tissues were collected using needle biopsies and imaged at × 4 magnification. Green, nuclei.

Isolated nuclei from human kidney biopsies were further examined. 

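Nuclei of 1 normal kidney and 4 injured kidneys were profiled with droplet-based single-nucleus RNA sequencing (10× Chromium). The authors deposited raw UMI counts per gene and barcode for each biopsy, with no normalization. A UMI is a tag that marks 1 captured RNA molecule. Genes were counted on the human pre-mRNA reference GRCh38. CPM below are a gene's UMIs scaled to the same total in every library. The sample labels divide the injured kidneys into acute tubular necrosis and chronic antibody mediated rejection, and the libraries are called ATN-A, ATN-B, CAMR-A and CAMR-B here. The paper calls all 4 acute injury, so labels and paper differ, and each injured mean pools the 2 labels. Total UMIs were 22198312 in the normal library, 15746694 in ATN-A, 50307412 in ATN-B, 26551953 in CAMR-A and 5674501 in CAMR-B. Every deposited barcode held at least 500 UMIs. The paper's filters were applied to the barcodes, namely 400 to 5000 genes and at most 2.5% mitochondrial UMIs. Libraries were integrated and clustered with Seurat. Clusters were named from marker genes chosen before the data were examined, and the suffix -like marks a class named in this way. For comparisons between conditions, UMIs were summed per library and tested with edgeR's quasi-likelihood test. With 1 normal library, that test takes the spread from the 4 injured libraries and assumes that the normal library varies like them. A difference between normal and injured kidneys cannot be told apart from a difference between the 1 normal library and the others. Intervals for shares of nuclei are exact binomial intervals at 95% and cover counting error only.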

The manufacturer’s protocol for nuclei lysis and cDNA generation (10× Genomics: user guide CG000331, Rev C) was followed as recommended. 

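The files held 20246 barcodes in all, of which 16011 passed the filters. The nuclei passing numbered 3429 in the normal library, 1680 in ATN-A, 4604 in ATN-B, 3928 in CAMR-A and 2370 in CAMR-B. The mean over the 5 libraries was 3202 ± 1178 nuclei (SD, n = 5). Of the barcodes removed, 3076 exceeded 2.5% mitochondrial UMIs, 1575 had more than 5000 genes and 301 had fewer than 400 genes, and a barcode can fail more than 1 limit.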

On average, 2483 (N = 13,075 total) nuclei were isolated across normal and acute injury (Supplementary Table 1). Quality control metrics verified the isolation of high-quality nuclei. Bioanalyzer analysis of cDNA traces pre-library (Fig. 2C) and post-library (Fig. 2D) preparation yielded the expected fragment size and peaks. A range of 1–48 ng of total cDNA was used to generate libraries (Supplementary Table 1). An input of 1 ng is the lowest concentration suggested by 10× Genomics, producing high library quality without traces of degradation (Fig. 2D).

Over 880 million reads were sequenced (Supplementary Table 2). The Q30 scores of barcodes, RNA reads, and unique molecular identifiers (UMIs) were all above 84% (Supplementary Table 2). Data was normalized by expression values across cells, dividing counts for each gene by total counts in the cell. 

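Across the nuclei passing the filters, the Pearson correlation of UMIs with detected genes was 0.971, and its square was 0.943. Within single libraries the correlation ranged from 0.942 in CAMR-B to 0.977 in CAMR-A. Nuclei are not independent replicates, so no p-value is given. The correlation moved most without any filter on barcodes, to 0.894.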

The number of UMIs were significantly correlated with the amount of mRNA for all samples (R^2^ = 0.97) (Fig. 4A). 

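The Pearson correlation of UMIs with the percent of mitochondrial UMIs was 0.171 across the nuclei passing the filters, and its square was 0.0293. Within libraries it was 0.0515 in the normal kidney and between 0.0666 and 0.244 in the 4 injured kidneys. Without any filter on barcodes the pooled value was 0.0151. Barcodes above the mitochondrial limit made up 14.6% of the normal library, 5.93% of ATN-A, 25.6% of ATN-B, 12.8% of CAMR-A and 1.19% of CAMR-B.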

Mitochondria-associated genes were identified as a minor contamination contributor (R^2^ = 0.17) (data not shown). Further, to examine the effect of the described tissue disassociation method on isolated nuclei, the JUN stress pathway expression was quantified (Fig. 4B). The relative expression of *JUN* across samples was low.

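JUN lies on chromosome 1 of GRCh38 from 58776845 to 58784048. Over all nuclei passing the filters, JUN was at 24.6 CPM in the normal library after TMM normalization. The injured libraries were at 24.6 in ATN-A, 26.5 in ATN-B, 20.4 in CAMR-A and 12.3 in CAMR-B, a mean of 20.9 ± 6.3 (SD, n = 4). The log2 fold change of injured over normal kidneys was -0.23 (standard error 0.48, adjusted p = 0.932 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference was smaller than the spread between the injured libraries. A JUN UMI was seen in 7.12% of nuclei in the normal library (interval 6.28% to 8.03%) and in 7.46% ± 3.83 of nuclei in the injured libraries (SD, n = 4). With each nucleus thinned to 500 UMIs, which left out 0 nuclei, the shares were 1.08% and 0.944%.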

**Figure 4:**
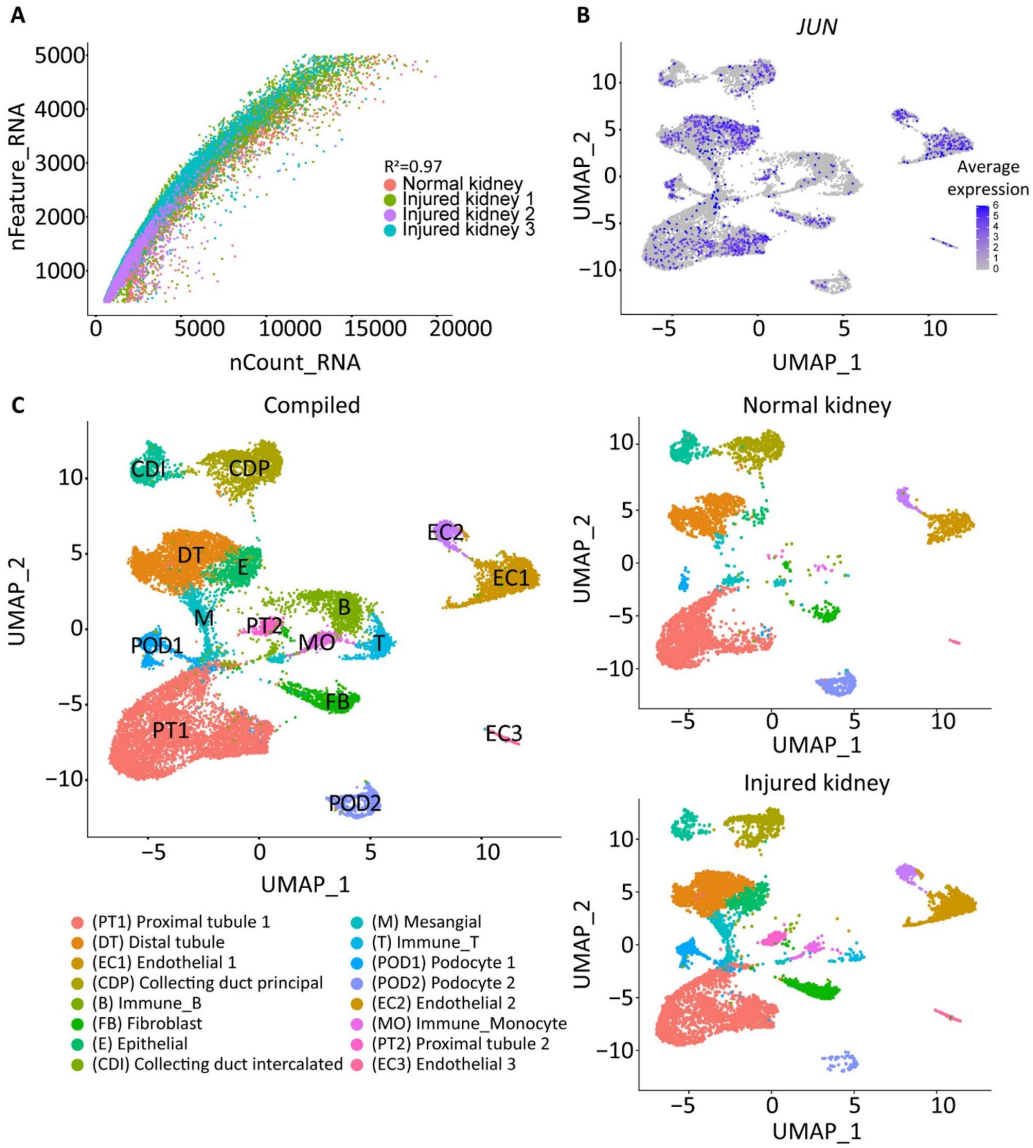
Assessment of single nuclei quality after snRNA-seq. (**A**) Dot plot representation of the relationship of the number of genes detected (y-axis) against the total number of RNA reads (x-axis). R^2^ = 0.97. (**B**) Average expression of *JUN* stress response pathway across each cell population. (**C**) (left) UMAP visualization of a total of 13,075 nuclei partitioned into 16 clusters from a total of 5 human kidneys after quality control filtering. Each cluster is labeled by color. (right) Individual UMAP visualization of the normal and injured kidney samples.

Sample quality was also determined by the ability to define cell types using unsupervised clustering of transcriptional data. Each sample processed using the described protocol gave rise to 16 clusters that included both common and rare kidney cell types (Fig. 4C), suggesting that despite sample complexity this protocol was able to obtain high quality transcriptomes of many unique cell types. These include proximal tubules (PT), distal tubules (DT), collecting ducts (CD), endothelial cells (EC), epithelial cells (E), podocytes (POD), mesangial cells (M), fibroblasts (F), T cells (T), and monocytes (MO) (Fig. 4C). 

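Clustering of the 16011 nuclei gave 21 clusters at a resolution of 0.5, with 2000 variable genes and 30 principal components. The paper's text names none of these settings. Resolutions of 0.3 and 0.8 gave 19 and 24 clusters. Without integration of the libraries there were 25 clusters, the largest change among the settings tried. By the fixed markers, 18 of the 21 clusters were named and fell into 12 classes. From its clusters, the paper proposes that the protocol obtained high quality transcriptomes of many cell types.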

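The largest class was proximal tubule-like, with 4427 nuclei in 2 clusters. One was led by ACSM2A, SLC5A12 and LRP2, and the other by CDH6, ALPK2 and ACSM2A. Distal tubule-like nuclei numbered 3610, in clusters led by SLC12A1, CASR or SLC12A3. Principal-like nuclei of the collecting duct (SCNN1G, GATA3) numbered 1197 and intercalated-like nuclei (CLNK, ATP6V0D2) 614. Endothelial-like nuclei (EMCN, PTPRB) numbered 1870, and 133 of them were in a cluster led by FLT4 and PROX1. Fibroblast-like nuclei (COL1A1, COL3A1) numbered 675, 205 of them from CAMR-B, and parietal epithelial-like nuclei (ALDH1A2, RBFOX1) 190. A skeletal myocyte-like cluster of 87 nuclei was led by TTN and NEB. The other 3 clusters stayed unnamed and held 928 nuclei. Of these, 468 were in a cluster with a median of 839.5 UMIs, 369 in a cluster with fewer than 3 markers and 91 in a cluster led by both collagen genes and MKI67. No cluster was named mesangial-like or smooth muscle-like by the fixed markers. No doublets were removed, since Scrublet called 10 of the 20246 barcodes, a share of 0.0494% that is too low to be a working call.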

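Proximal and distal tubule-like nuclei together made up 60.0% of the normal library (interval 58.4% to 61.7%). In the injured libraries they made up 49.4% of ATN-A, 63.8% of ATN-B, 50.1% of CAMR-A and 10.4% of CAMR-B, a mean of 43.4% ± 23.0 (SD, n = 4). Without CAMR-B the mean was 54.4%. In CAMR-B, B-like nuclei at 37.0% and T-like nuclei at 30.2% were more frequent than either tubule class. The unnamed clusters, some of which could belong to a tubule class, held 1.87% of the normal library and 5.62% ± 4.48 of the injured libraries (SD, n = 4).

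**Figure D1:**
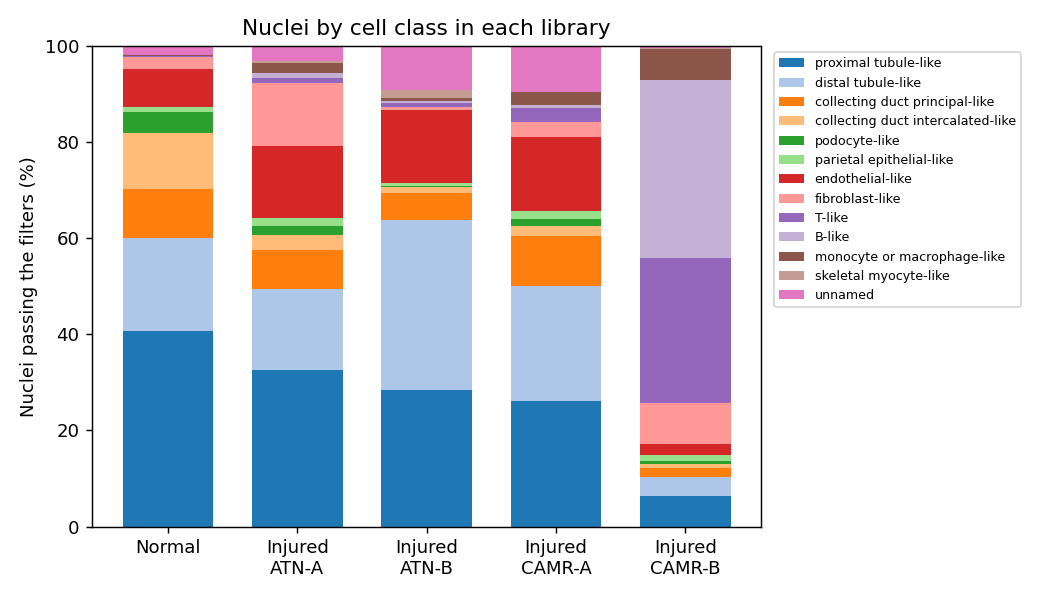
Share of the nuclei passing the filters (%) in each cell class for the normal and the 4 injured libraries, 1 bar per library. Tubule-like nuclei made up 60.0% of the normal library and 10.4% of CAMR-B.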

Tubule clusters (proximal (PT) and distal (DT)) comprised the most prevalent cell types. 

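Of the 21 clusters, 18 had at least 1 nucleus in every library and 13 had at least 5. The other 3 clusters had 0 nuclei in the normal library. They were the skeletal myocyte-like cluster, the endothelial-like cluster led by FLT4 and PROX1, and an unnamed cluster led by SLIT3 and ADGRL3. ATN-B held 80 of the 87 skeletal myocyte-like nuclei and 304 of the 369 nuclei of the unnamed cluster. Intercalated-like nuclei were 11.6% of the normal library and 1.87% ± 1.08 of the injured libraries (SD, n = 4). Podocyte-like nuclei were 4.46% of the normal library and 0.974% ± 0.758 of the injured libraries. Both shares were higher in the normal library than in each of the 4 injured libraries. A 1-sided exact permutation test of 1 library against 4 cannot give a p below 0.2.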

All clusters were detected in each group; however, significant cluster heterogeneity was observed between groups (Fig. 4C).

To rigorously evaluate the performance of the described protocol compared to the standardized protocol described by Kirita et al.^17^, we examined sequencing quality and stress response activation between the two datasets. All samples were cryopreserved in RNA*later*, eliminating sample storage variation. Herein, we used labels “w_douncing” and “wo_douncing” to refer to nuclei isolated using standardized and our described method, respectively. No significant differences were observed in the number of detected features, the depth of gene expression, and the proportion of mitochondrial gene expression (Fig. 5A). The summaries for detected mitochondria genes and unique genes in the pool of total RNA reads are shown in Fig. 5B,C. The vast majority of reads derived from both methods overlapped in quality control metrics following the same trend for correlation. The number of reads were positively correlated with the amount of mRNA for all the samples (R^2^ = 0.97). Mitochondrial content of < 2.5% with relatively low mitochondrial gene expression (R^2^ =  − 0.27; Fig. 5C), showing that the total number of RNA reads were not significantly correlated with the percentage of mitochondrial genes. Stringent quality control metrics yielded high confidence in the data generated from both methods.

**Figure 5:**
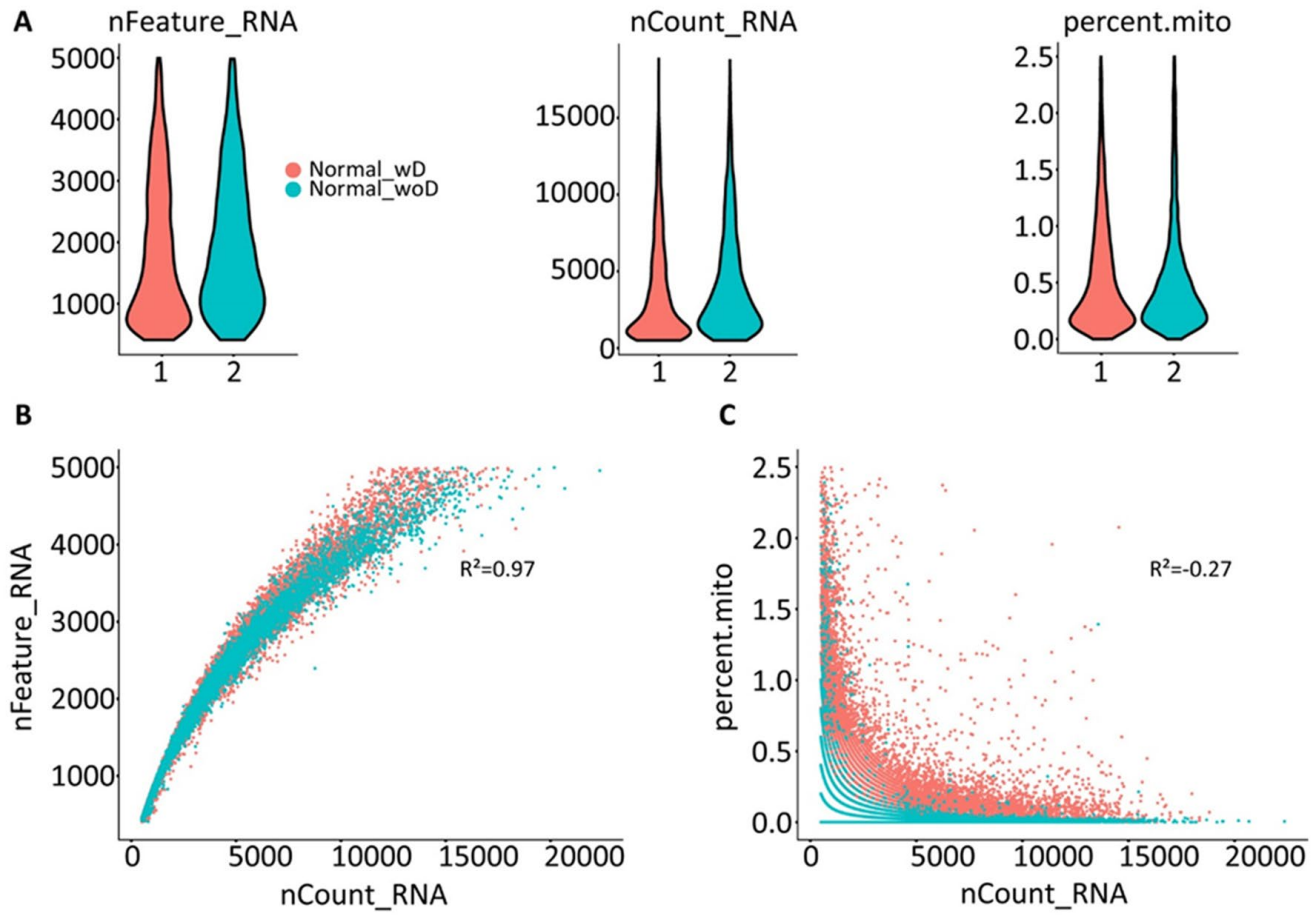
Comparative sequencing performance metrics for single nuclei isolation by traditional methods. Sequencing quality control metrics comparing a representative normal sample isolated (**A**) using douncing (1) and our described method without douncing (2). Dot plot representation of each group depicting the relationship of the (**B**) number of genes detected (y-axis) against the total number of RNA reads (x-axis) (R^2^ = 0.97) and (**C**) percent of mitochondria reads (y-axis) against the total number of RNA reads (x-axis) (R^2^ =  − 0.27).

As previously mentioned, activation of the stress response by cellular disassociation is a major hurdle in single nuclei studies. We examined the expression levels of a set of canonical stress-related genes including *ATF3*, *DNAJA1*, *FOS*, *HSPA8*, *HSP90AB1*, *HSPB1*, *HSP90B1*, *IER2*, and *NR4A1* in addition to *JUN* expression (Fig. 6A,B). To further validate minimal activation of the cellular stress response, gene expression levels were compared according to their isolation method (w_ and wo_ douncing) and kidney sample classification type (normal and injured). From the evaluations, there were minimal variation of stress-related gene expression and present in less than 20% of total cells (Fig. 6A). However, for samples pathologically characterized with acute kidney injury labeled as injured kidney, *JUN* expression is prominent in the proximal tubule cluster (Fig. 6A). This finding is expected since tubulointerstitial damage was observed. 

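Of the 11 stress genes shown in Fig. 6, of which FOSB is named in the figure alone, 2 had a UMI in over 20% of nuclei in the normal library and 1 did in the mean of the injured libraries. HSP90B1 was seen in 33.7% of nuclei in the normal library (interval 32.1% to 35.3%) and in 33.4% ± 10.9 in the injured libraries (SD, n = 4). HSP90AB1 was seen in 20.0% of nuclei in the normal library (interval 18.7% to 21.4%) and in 18.4% ± 5.13 in the injured libraries. Without CAMR-B, 2 genes were above 20% in the injured mean. NR4A1 had the largest difference, with 18.9% in the normal library and 2.02% ± 0.552 in the injured libraries. These shares rise with depth. After each nucleus was thinned to 500 UMIs, 0 of the 11 genes were above 20% in either group, and NR4A1 was seen in 4.37% and 0.386% of nuclei. As a gauge of free RNA, the proximal tubule gene LRP2 was seen in 0.817% of the T-like and B-like nuclei of CAMR-B, at a median of 1429 UMIs, and in 84.9% of its proximal tubule-like nuclei, at a median of 2467 UMIs. The share in T-like and B-like nuclei was 14.7% in ATN-A, 35.2% in ATN-B and 21.4% in CAMR-A, and the normal library had too few of them. Few B-like nuclei outside CAMR-B held B cell transcripts. LRP2 was seen in 33.8% of endothelial-like nuclei of the normal library, at a median of 1878 UMIs, and in 3.77% to 23.3% of those of the injured libraries. Low shares are therefore not read as expression.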

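JUN in proximal tubule-like nuclei was at 19.3 CPM in the normal library after TMM normalization. It was at 22.8 in ATN-A, 23.0 in ATN-B, 19.7 in CAMR-A and 9.14 in CAMR-B, the last from 4 JUN UMIs. The mean of the injured libraries was 18.7 ± 6.52 (SD, n = 4). The log2 fold change was 0.03 (standard error 0.45, adjusted p = 0.994 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 3 of 4 injured libraries above the normal one. The injured mean was lower than the normal value. Without TMM normalization it was higher, at 19.6 CPM against 17.7, so no direction is read. The sign changed with the setting, and without ATN-A the log2 fold change was -0.04. Without integration it was -0.10, and with libraries thinned to the shallowest it was -0.60. The class pools 2 clusters whose mix differed by library. The normal library had 1222 nuclei in the cluster led by SLC5A12 and LRP2 and 171 in the cluster led by CDH6, while CAMR-A had 262 and 764. In the cluster led by SLC5A12 alone, the log2 fold change of JUN was -0.90 (standard error 0.78, adjusted p = 0.879 from edgeR), with all 4 injured libraries below the normal one. In the cluster led by CDH6 alone it was 0.54 (standard error 0.40, adjusted p = 0.685 from edgeR), with all 4 above. These orders rest in part on small gaps and few counts. In the cluster led by SLC5A12, ATN-A was at 18.7 CPM against 19.1 in the normal library, and CAMR-B at 0. In the cluster led by CDH6, CAMR-B was at 21.3 against 17.9, from at most 4 JUN UMIs.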

Further analysis of individual RNA transcript expression per individual cell cluster validated that cellular stress response was not activated related to the isolation method (Fig. 6B). 

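HSP90AB1 lies on chromosome 6 of GRCh38 from 44246166 to 44253888, and HSP90B1 on chromosome 12 from 103930107 to 103953931. Over all nuclei, HSP90AB1 was at 72.2 CPM in the normal library and at 60.0 ± 9.52 in the injured libraries (SD, n = 4). All 4 injured libraries were below the normal one. The log2 fold change was -0.27 (standard error 0.30, adjusted p = 0.87 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). HSP90B1 was at 153 CPM in the normal library and at 140 ± 25.2 in the injured libraries, with 1 of 4 above the normal one. Its log2 fold change was -0.13 (standard error 0.33, adjusted p = 0.945 from the same edgeR test). HSP90AB1 and HSP90B1 have close sequence relatives, and the counting could have split reads among them. Within proximal tubule-like nuclei, HSP90B1 had a log2 fold change of 0.19 (standard error 0.39, adjusted p = 0.884 from edgeR) and HSP90AB1 one of -0.09 (standard error 0.40, adjusted p = 0.959 from edgeR), with 3 and 1 of 4 injured libraries above the normal one. In fibroblast-like nuclei HSP90B1 was at 123 CPM in the normal library and at 265 in the injured mean, with all 4 injured libraries above. The fibroblast-like class of CAMR-B seems to hold plasma cells too, so its value there is uncertain. In 3 of 8 classes the normal library was above every injured library compared. The test over all nuclei covered 22327 genes and called 0 of them changed, with 1732 at an unadjusted p under 0.05. DESeq2 called 513 genes on the same sums, 131 higher and 382 lower in injured kidneys.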

Importantly, the gene expression levels of *HSP90AB1* and *HSP90B1* were upregulated in the injured kidney and downregulated in the transcriptome of the normal kidney isolated using both methods. With this result, we can strongly conclude that we are able to detect cellular stress in injured kidneys, but these pathways are not induced in the normal kidney. 

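Among the 11 stress genes, 2 had a positive log2 fold change of injured over normal kidneys over all nuclei and 3 in proximal tubule-like nuclei. One of these 3 was JUN, whose injured mean after TMM normalization was lower than the normal value. IER2 over all nuclei was at 20.8 CPM in the normal library and at 31.1 ± 13.4 in the injured libraries (SD, n = 4). All 4 injured libraries were above the normal one for IER2, with a log2 fold change of 0.57 (standard error 0.58, adjusted p = 0.851 from edgeR). NR4A1 (chromosome 12 of GRCh38, 52022832 to 52059507) was at 97.8 CPM over all nuclei of the normal library and at 6.55 ± 2.37 in the injured libraries (SD, n = 4). Its log2 fold change was -3.91 (standard error 0.43, adjusted p = 0.181 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In proximal tubule-like nuclei it was -4.79 (standard error 0.41, adjusted p = 0.0142 from edgeR). That call was lost without ATN-A (adjusted p = 0.0629 from edgeR) and without CAMR-B (adjusted p = 0.056 from edgeR). FOS had a log2 fold change of -3.32 in proximal tubule-like nuclei (standard error 0.62, adjusted p = 0.101 from edgeR). Both genes were lower in all 4 injured libraries than in the normal one. Over all nuclei, 0 of the stress genes passed over all genes tested and 1 did when adjusted over the list alone. In proximal tubule-like nuclei the counts were 1 over all genes and 2 adjusted over the list alone. Of 17641 genes tested in proximal tubule-like nuclei, 110 were changed, 4 higher and 106 lower in injured kidneys. The number fell to 0 without ATN-A, to 14 without CAMR-A and to 12 without CAMR-B. DESeq2 called 535 genes, 206 higher and 329 lower. Tested alone, the cluster led by SLC5A12 and LRP2 gave 87 changed genes, 65 of them among the 110, and the cluster led by CDH6 gave 32, of which 20 were. NR4A1 had a log2 fold change of -5.40 in the first (adjusted p = 0.0223 from edgeR) and of -1.85 in the second (adjusted p = 0.475 from edgeR). The tubular injury gene HAVCR1 was at 25.0 CPM in proximal tubule-like nuclei of the normal library and at 200 ± 96.2 in the injured libraries (SD, n = 4), a log2 fold change of 3.01 (standard error 0.75, adjusted p = 0.18 from edgeR). VCAM1 had a log2 fold change of 1.81 (standard error 0.41, adjusted p = 0.154 from edgeR). Both were higher in all 4 injured libraries, and DESeq2 called both. In the cluster led by SLC5A12 alone, the log2 fold changes of HAVCR1 and VCAM1 were 4.43 and 2.92. In the cluster led by CDH6 alone they were 1.55 and 0.47, where the normal library was at 89.5 and 85.0 CPM. All 4 injured libraries were above the normal one in both clusters, and edgeR called neither gene in either. The mix of the 2 clusters may be part of the pooled difference. LCN2 was listed at 0 UMIs in the normal proximal tubule-like nuclei, which allows up to 0.579 CPM, and at 55 UMIs over the 4 injured libraries. From HSP90AB1 and HSP90B1, the paper concludes that it detects cellular stress in injured kidneys, without induction in the normal one.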

Our results indicate that our described protocol does not introduce cellular stress related to tissue disassociation that may influence biological interpretations following snRNA-seq.

**Figure 6:**
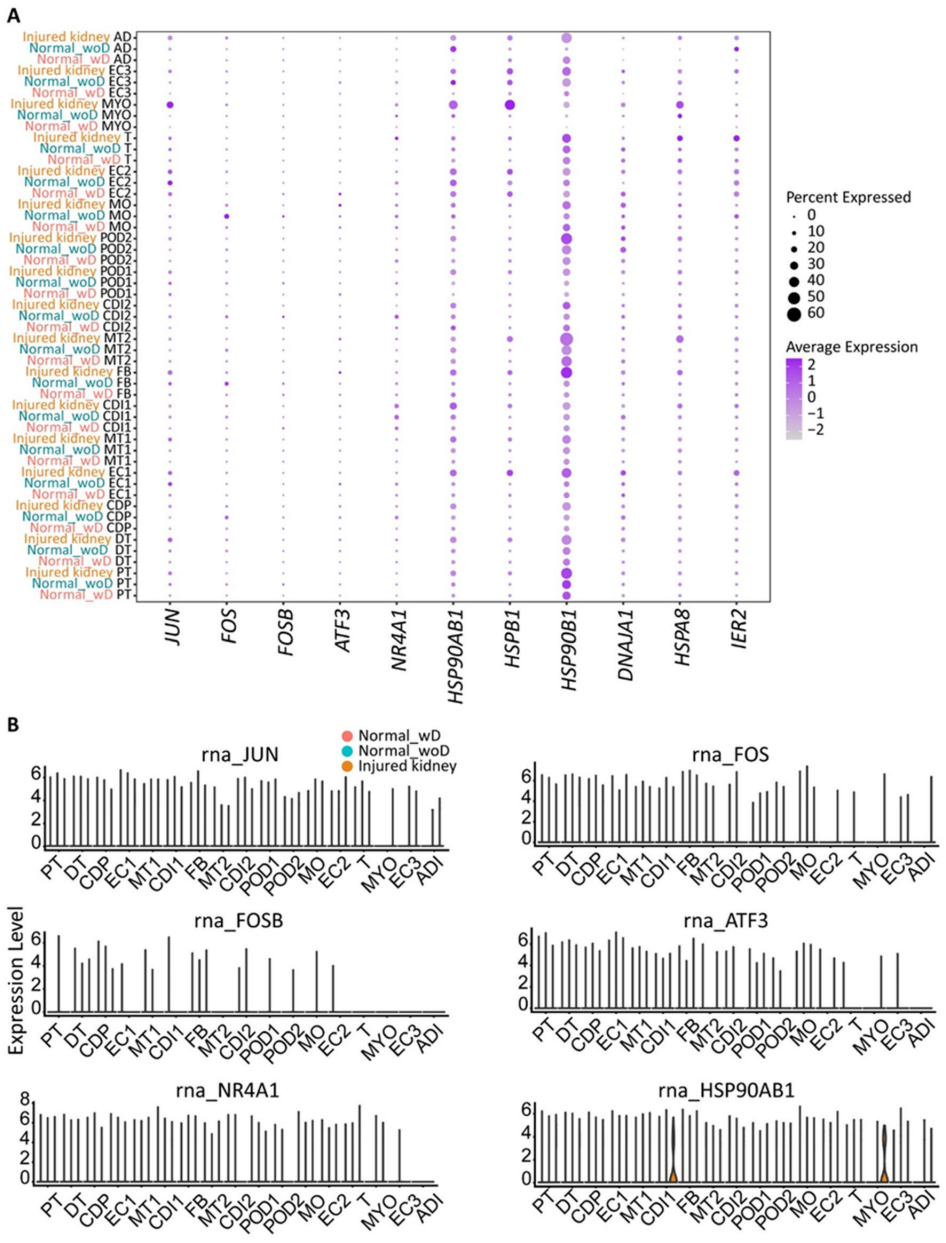
Analysis of cellular stress response. (**A**) Gene expression of stress response markers from isolated kidneys with (Normal_wD) and without douncing (Normal_woD and Injured kidney). Kidneys without douncing were isolated following our described protocol. The size of the dot represents the percentage of cells in the corresponding cluster expressing the marker and the color of the dot represents the average gene expression value. (**B**) RNA expression levels by cluster. Cell clusters: *ADI* adipose cell, *CDI1* colleting duct intercalated, *CD12* collecting duct intercalated 2, *CDP* collecting duct principal, *DT* distal tubule, *EC1* endothelial cell 1, *EC2* endothelial cell 2, *EC3* endothelial cell 3, *FB* fibroblast, *MO* monocyte, *MT1* mixed tubule 1, *MT2*, mixed tubule 2, *MYO* myocyte, *POD1* podocyte 1, *POD2* podocyte 2, *PT* proximal tubule, *T* T cell.

## Discussion

Single nuclei profiling is a powerful tool in understanding cell-specific gene expression profiles, cellular crosstalk, and molecular dynamics over time. snRNA-seq reduces the influence of dissociation bias and stress-induced transcriptional artifacts compared to scRNA-seq, allowing for better representation of native cell states^6^. Despite its advantages, there are several technical challenges impeding the isolation of quality nuclei in concentrations high enough for downstream analysis^18,19^. A low number of cells results in a reduction of assay sensitivity and confidence of gene expression analysis. This described protocol offers an alternative isolation method that is time-effective and reduces excessive manipulation yielding high-quality transcriptomics data. Traditional isolation methods are labor intensive and costly, involving sample homogenization (usually performed with dounce homogenizers or beads), cell sorting, and ultra-centrifugation, all of which have been omitted within the modified protocol. The use of readily available laboratory supplies allows for the broad application of single nuclei technology in many different laboratory settings^20^.

To verify the effectiveness of the protocol for snRNA-seq, both human and mouse tissue biopsies were assessed. These tissues were preserved with RNA*later* or fresh frozen. Intact nuclei evidenced by normal morphology were consistently observed for each sample, indicating no technical variation from preservation method or sample variability across tissue types. The accuracy of the method was confirmed by UMAP analysis. Based on the results, each of the 5 kidney graft samples, including those with peri-transplant acute kidney injury, exhibited 16 shared cell clusters. This demonstrates the strength of the proposed approach. Isolation of thousands of nuclei with little manipulation generated reproducible kidney cell clusters. Thus, this protocol can be safely used to provide high quality data about normal and diseased transcriptomes at single cell resolution.

The lower number of aligned sequences does not necessarily reflect the performance of the protocol but the cellular diversity in complex tissues as normal and diseased samples were included in this study. Nonetheless, this did not hinder the detection of cells that are present in low proportions in the kidney (e.g., immune cells, podocytes) or common cell types (e.g., epithelial proximal tubular cells, endothelial cells) (Fig. 4C). The low detection rate of immune cells has been commonly associated with snRNA-seq compared to scRNA-seq^6,21^. However, the described protocol overcomes this challenge, allowing for the recovery of at least 3 independent immune cell types (e.g., B cells, T cells, and monocytes) from a total of 2296 immune cells (Fig. 4C).

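Nuclei of the immune classes numbered 2155, in 3 clusters that were B-like (BANK1, PAX5, MS4A1), T-like (THEMIS, IL7R, CD247) and monocyte or macrophage-like (F13A1). They comprised 938 B-like, 885 T-like and 332 monocyte or macrophage-like nuclei. CAMR-B held 1745 of them, or 81.0%. The normal library held 13, ATN-A 70, ATN-B 82 and CAMR-A 245. Immune nuclei made up 0.379% of the normal library (interval 0.202% to 0.647%) and 73.6% of CAMR-B (interval 71.8% to 75.4%). Without CAMR-B, 410 immune nuclei were left in the other 4 libraries. Between 2157 and 2699 immune nuclei were counted under the other clustering settings chosen before the data were examined. Each of these 4 settings gave a plasma-like cluster of 93 to 96 nuclei led by immunoglobulin genes, with 88 to 92 from CAMR-B. Fibroblast-like nuclei of CAMR-B then fell from 205 to between 115 and 117. The main fibroblast-like class thus seems to hold plasma cells, which the 2155 leave out. Of the 62 B-like nuclei outside CAMR-B, 2 had a PTPRC UMI and 0 an MS4A1 UMI, while 25 had a TTN UMI. Those 62 are not read as B cells.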

The ability to detect a heterogenous population of immune cells was directly compared to previously reported findings on snRNA-seq isolated from complex tissues. The current protocol performance was consistent or better than other studies in terms of immune cell abundance and the number of immune cell clusters identified^6,22,23^. Despite differences in tissue origin (mouse *vs.* human tissues), most studies identified 1–2 clusters with a high abundance of monocytes or macrophages^6,22,23^. One study has also cited that low cell proportion and improper maintenance of an optimal temperature are factors for loss of immune cell populations^22^. To minimize loss of immune cells, samples and materials from the current study remained on ice and were immediately processed through the 10× Chromium pipeline. Samples exhibited limited activation of the stress response pathway, which may also aid in immune cell recovery (Fig. 6A,B). 

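Cell classes with at least 20 nuclei in a library were ranked by JUN CPM. The proximal tubule-like class was the highest in 0 of the 4 injured libraries. It ranked 3 of 9 classes in ATN-A, 6 of 11 in ATN-B, 3 of 10 in CAMR-A and 7 of 10 in CAMR-B. In the normal library it ranked 6 of 8. The highest class was fibroblast-like in ATN-A, at 41.3 CPM from 59 UMIs, and skeletal myocyte-like in ATN-B, at 52.2 from 29 UMIs. It was endothelial-like in CAMR-A, at 35.9 from 63 UMIs, and parietal epithelial-like in CAMR-B, at 42.3 from 4 UMIs. In CAMR-B the 95% Poisson intervals of the highest class (11.5 to 108) and of the proximal tubule-like class (2.13 to 20.0) overlapped. Endothelial-like nuclei had 58.3 JUN CPM in the normal library and 28.7 ± 6.22 in the injured libraries (SD, n = 4). In the endothelial-, fibroblast-, distal tubule-, parietal epithelial- and intercalated-like classes, all 4 injured libraries were below the normal one. In a ranking added after the data were seen, the ratio of the injured mean to the normal library was highest in the proximal tubule-like class, at 1.10. It was 0.997 in podocyte-like nuclei, from 2 injured libraries at 0 and 21.6 CPM, and 0.856 in principal-like nuclei. These CPM were not TMM-normalized. After TMM normalization the injured mean of JUN in proximal tubule-like nuclei was 18.7, below the normal 19.3. The first rank of the proximal tubule-like class was kept at a resolution of 0.3 (1.13), without ATN-A (1.02), without CAMR-A (1.06) and without CAMR-B (1.32). It was also kept with called doublets removed (1.10) and with the highest doublet scores removed (1.11). It was lost at a resolution of 0.8 (0.680, rank 5 of 8), without integration (0.980, rank 2) and without ATN-B (1.00, rank 2). With means of log-normalized values in place of CPM, the class ranked 1 at 1.18, followed by principal-like nuclei at 1.07. On that scale the rank was kept without integration (1.06), at a resolution of 0.3 and with either set of doublets removed. It was lost there at a resolution of 0.8 (0.745, rank 3). Single libraries were not left out on that scale.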

Expectedly, the proximal tubule cluster within the injured kidneys exhibited the highest level of *JUN* expression as compared to normal kidneys, likely due to an upregulated response to the sustained acute injury^24,25^. This protocol can be used to capture a diverse set of cells from complex tissues to further elucidate mechanisms of human disease. Such methods allow for the study of transcriptomic profiles and cell-to-cell interaction networks that have been missed by previous techniques. Isolating immune cells is essential for the study of poorly understood renal diseases (e.g., glomerular diseases) and is essential for understanding the activation patterns, maladaptive processes, and recruitment of immune cells in the kidney (e.g., kidney transplantation).

The described protocol has been shown to achieve high quality sequencing data starting from a low or high number of nuclei ranging from > 2000 to ≤ 10,000 nuclei. Low input depends on the complexity of tissue and the user’s adherence to the protocol. Low input has preserved transcriptional signatures and clustering while also eliminated variance across samples. Thus, this protocol enables the study of homogeneous and heterogeneous samples to define a disease phenotype independent of starting material. This method is applicable to both low and high nuclei numbers generating high quality sequencing samples to study small needle biopsies at single cell resolution.

Likewise, the range of mapped and unmapped reads depends widely on the amount of starting RNA and artificial product sizes generated during amplification^26^. 

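Over all deposited barcodes, 28233 genes had at least 1 UMI in the normal library, 27901 in ATN-A, 29324 in ATN-B, 28606 in CAMR-A and 25523 in CAMR-B. Counting only genes with a UMI in at least 3 nuclei, the libraries ranged from 20941 to 26448 genes. With every library thinned to the 5674501 UMIs of CAMR-B, they ranged from 24562 to 25523 genes.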

The number of genes ranged from 21,165–26,742, indicating moderate-to-high library complexity. The number of genes detected is congruent with results of earlier studies^6,27^.

Overall, the proposed methods and previously published protocols illustrate similar performance despite small tissue size obtained from core biopsies. For example, after quality control metrics, an average of 1082 unique transcripts per nucleus were identified. 

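The nuclei passing the filters held a mean of 4116 UMIs and a median of 2952. They had a mean of 1976 detected genes and a median of 1696. Mean UMIs per nucleus were 4261 in the normal library and ranged from 2086 in CAMR-B to 4963 in ATN-B among the injured libraries. Without any filter on barcodes the mean was 5951 UMIs.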

Other studies have comparable results using the 10× Chromium platform^15^.

Despite the demonstrated success, some limitations are presented. Even with minor sample manipulation, nuclei loss is still detected. cDNA amplification is a major step in sample preparation. A lower concentration of cDNA was observed after 12 amplification cycles (10× Genomics: user guide CG000331, Rev C), potentially accounting for a lower number of detected genes. Due to the lower amount of RNA derived from the nucleus, the amplification cycle can be increased. This change can affect the number of genes detected and introduce amplification bias.

In conclusion, this protocol provides an alternative approach for nuclei enrichment from small core needle tissue biopsies. This protocol has been proven successful in the isolation of clinical samples, including but not limited to, human kidneys as well as the major organs from mice. The application of the described technique supports the advancement of single nuclei transcriptomics studies in which high nuclei counts can be achieved with limited cellular contamination. Without compromising sequencing or nuclei quality, our protocol performs as well as currently available methods. The investigation of kidneys and other organs at a single-nuclei resolution has the potential to revolutionize our ability to study human disease and improve future targeted therapeutic strategies.

### Supplementary Information

Supplementary Tables.

## Data Availability

The raw sequence data generated in this study were deposited in the Gene Expression Omnibus (GEO) under the accession number GSE195719. The data can be accessed by visiting https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE195719.

# Supplementary material for: An optimized protocol for single nuclei isolation from clinical biopsies for RNA-seq
**Source:** Sci Rep. 2022 Jun 14;12:9851. doi: 10.1038/s41598-022-14099-9
**Supplement:** Supplementary file 1 — Supplementary Tables.

**Supplementary Table 1. Summary of pre- and post-library preparation**

| Sample  ID | Pre-library | | Post-library | | |
| --- | --- | --- | --- | --- | --- |
|  | cDNA conc.  (ng/µl) | Total cDNA conc.  (ng) | cDNA con.   (ng/μl) | Total cDNA conc.  (ng) | Avg library size  (bp) |
| Normal | 2.42 | 108.8 | 1.20 | 42.00 | 528 |
| Injured kidney 1 | 0.39 | 17.55 | 1.26 | 44.10 | 485 |
| Injured kidney 2 | 1.33 | 59.85 | 1.42 | 49.70 | 505 |
| Injured kidney 3 | 0.97 | 43.65 | 1.56 | 54.60 | 500 |
| Injured kidney 4 | 0.19 | 8.550 | 1.22 | 42.70 | 436 |
| Average | 1.06 | 47.680 | 1.332 | 46.620 | 490.8 |

|  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- |

**Supplementary Table 2. Summary of 10x cell ranger results**

| Sample ID | Estimated number of cells | Total genes detected | Mean reads per cell | Total number of reads | Valid UMIs (%) | Q30 in barcode (%) | Q30 in RNA reads (%) | Q30 in UMI (%) |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Normal | 2,846 | 25,411 | 399,722 | 1,137,607,496 | 99.6 | 94.0 | 83.5 | 94.1 |
| Injured kidney 1 | 1,404 | 24,720 | 518,875 | 728,500,653 | 99.7 | 95.1 | 82.2 | 94.4 |
| Injured kidney 2 | 4,513 | 26,742 | 194,998 | 880,026,080 | 99.8 | 95.0 | 86.9 | 94.3 |
| Injured kidney 3 | 3,143 | 25,638 | 228,749 | 718,959,240 | 99.7 | 94.4 | 84.9 | 93.9 |
| Injured kidney 4 | 1,169 | 21,165 | 841,156 | 938,311,909 | 99.7 | 94.6 | 83.1 | 94.1 |
| Average | 2,483 | 24,735 | 436,700 | 880,681,076 | 99.7 | 94.6 | 84.1 | 94.2 |

How the deposited data were processed for this re-analysis (not part of the article)

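The deposited files hold raw UMI counts for 1 normal and 4 injured kidney biopsies, as a gene, a barcode and a count per entry. The authors aligned reads to the human pre-mRNA reference GRCh38 and deposited these counts with no normalization. The paper names CellRanger version 3, while the header of the deposited matrices names version 6.1.1. With the paper's filters the matrices gave 16011 nuclei, where the paper reports 13,075. For the normal kidney 4190 barcodes were deposited, and the supplement gives 2846 as the number of cells estimated by Cell Ranger. The deposited matrices may therefore come from another run than the paper's values. Every deposited barcode had at least 500 UMIs, and barcodes outside the paper's filters were still present. Of the listed genes, 36366 were found by identifier in GENCODE v44, the annotation used for positions on GRCh38. Of these genes, 112 were left out of every test and list to protect the donors' privacy.

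The normal library held 4190 barcodes, ATN-A 2107, ATN-B 6634, CAMR-A 4793 and CAMR-B 2522. The median was 3069, 4071, 4851, 3021 and 1573 UMIs per barcode in the same order. CAMR-B was the shallowest library, which limits what can be seen in its rarer classes. By the sample labels it also had the lowest share of reads mapped to the genome among the libraries. The paper's limits of 400 to 5000 genes and at most 2.5% mitochondrial UMIs were applied, and genes seen in fewer than 3 nuclei were removed before clustering.

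Clustering used Seurat 5.3.0 in R 4.3.3 with log-normalization, 2000 variable genes, anchor integration, 30 principal components and a Louvain resolution of 0.5. A marker counted for a cluster when it was at least 2 times the median cluster, with 10 CPM added to both, and present in at least 5% of nuclei. A class needed 3 such markers, and the class with the highest mean fold was taken. A cluster stayed unnamed with fewer than 3 markers, with more markers of another class among its 10 leading genes, or with a median depth under 1/3 of its libraries' and no marker of the class among them. The markers were fixed before the data were examined, while this scoring was written afterwards. Taking the class with the most markers was also tried. It was chosen after seeing the data and renamed 0 nuclei in the main clustering. Differences from the paper's cell types may come from names rebuilt in this way.

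Doublets were scored with Scrublet in scanpy 1.11.5. It called 10 of 20246 barcodes and so did not work as a caller here. Removing the highest scores, at 0.8% per 1000 barcodes of a library, took out 546 nuclei and was added after the data were seen.

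UMIs were summed per library over all nuclei passing the filters and over the proximal tubule-like nuclei. edgeR 4.0.16 was used with TMM normalization, its default filter on low counts and the quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. The fit leaves 3 residual degrees of freedom, all among the injured libraries. Standard errors given with edgeR were derived as the absolute log2 fold change over the square root of the test's F value. A gene was called changed at an adjusted p under 0.05. The biological coefficient of variation was 0.57 over all nuclei and 0.395 in proximal tubule-like nuclei. DESeq2 1.42.0 was the other tool. In counts simulated for the 2 comparisons with 200 changed genes, edgeR recovered 0 genes changed 4-fold, 40 changed 16-fold and 144 changed 64-fold over all nuclei. In proximal tubule-like nuclei it recovered 1, 155 and 190. Among the genes called in simulation at 16-fold, 4 and 21 were false. At 4-fold DESeq2 recovered 33 genes with 147 false calls over all nuclei and 53 with 47 false calls in proximal tubule-like nuclei. Changes of 4-fold or less are therefore mostly below what the edgeR test could call.

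The genes named are the 11 stress genes of Fig. 6, of which FOSB was read from the figure and the others are also in the paper's text, the injury genes HAVCR1, VCAM1, LCN2, SPP1 and SOX9, and for each test the 5 largest increases and 5 largest decreases among called genes with all 4 injured libraries on the same side of the normal one. Levels are TMM-normalized CPM, and levels by cell class are scaled to the UMIs of the class. Shares of nuclei were also computed with each nucleus thinned to 500 or 1000 UMIs. The 1000 UMI setting left out 1873 nuclei.

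The alternatives chosen before the data were examined covered the filter on nuclei, called doublets, the resolution, integration, the tool, the normalization, the low-count filter, thinning, and leaving out each injured library in turn or both labelled chronic antibody mediated rejection. Testing the 2 proximal tubule-like clusters alone, and ranking classes by the ratio of JUN in injured to normal libraries, were added after the data were seen. The comparison of isolation with and without douncing was not analysed here. The paper describes its 5 grafts as isolated with its own protocol, which does not use douncing. The paper numbers its injured kidneys, and these numbers were not matched to single libraries.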

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

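The tests of HSPA8 and VCAM1, of endothelial and skeletal myocyte-like nuclei by doublet score, muscle markers or total, of integration, of library size, of HSPB1 by single libraries and of the 2 proximal tubule-like clusters alone were chosen only after the result was seen. A joint test of HSPA8 and VCAM1 had been written earlier and was split by gene once its values were known. A library was singled out when its gap to the nearest of the other 3 injured libraries was large against the range of the 4 by Dixon's test. Of 54 measures examined, 8 were singled out, where chance gives about 1 in 20, or 2.7. Several of these 8 measure the same nuclei.

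Immune nuclei made up 73.6% of CAMR-B and between 1.78% and 6.24% of the other injured libraries. B-like nuclei made up 37.0% of CAMR-B and at most 1.13% of the others, and T-like nuclei 30.2% and at most 3.08%. The shallow depth of CAMR-B argues little for the pattern, since 34.9% of its nuclei with at least 3000 UMIs were still immune, against at most 3.2% in the other injured libraries. Integration of the libraries was not needed for it, since the share was 78.2% without integration. Free RNA of immune cells was not spread through the library, since 5.26% of its tubule-like nuclei had a PTPRC UMI, against 83.6% of its T-like and B-like nuclei. An infiltrate in that kidney, a piece of lymphoid tissue in the biopsy, or a mislabelled library stay open and were not tested. The other library with the same label, CAMR-A, had 6.24%.

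Endothelial-like nuclei made up 2.24% of CAMR-B and between 15.0% and 15.4% of the other injured libraries. The immune nuclei in the total are not the whole cause, since among nuclei that are not immune the share was 8.48% (interval 6.42% to 10.9%), against at least 15.3% in the other injured libraries. In the normal library it was 7.88% on that count. Which tissue the biopsy sampled stays open, and no biological explanation was tested.

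Skeletal myocyte-like nuclei made up 1.74% of ATN-B and at most 0.238% of the other injured libraries. Free RNA of muscle is argued against, since 17.8% of the other nuclei had a TTN UMI, against 97.5% of these. In these nuclei TTN was at 47270 CPM. In the B-like cluster of that library it was at 28730, and in any other cluster with at least 20 of its nuclei at most at 2491. All 6 fixed muscle markers were higher than in every such cluster, by 1.65 to 9.26 times. For 3 of the 6 the counting interval lay above 2 times. The criterion written was all 6, so it was not met, and doublets of the other classes cannot be told apart from a cell type of its own. A mixture of clusters without muscle transcripts would not reach these levels. Doublets that include a myocyte nucleus cannot be told apart either. Of these nuclei, 2.5% (interval 0.304% to 8.74%) were among the highest doublet scores, an interval that includes the 4.51% of the other nuclei, and the scores did not work as a caller. Muscle taken up along the path of the biopsy needle stays open as a hypothesis that was not tested.

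Over all nuclei, HSPA8 was at 52.6 CPM in CAMR-B and between 28.4 and 30.1 in the other injured libraries. VCAM1 was at 23.3 in CAMR-B and between 46.0 and 50.6 in the others. Over the nuclei that are not immune, VCAM1 was at 47.4 in CAMR-B (95% Poisson interval 38.4 to 58.0), so the immune nuclei in the sum may account for its low value. HSPA8 fell to 18.0 (interval 12.6 to 24.9), below the other injured libraries instead of above them. The excess was thus gone, but what set the level in the remaining nuclei cannot be told apart from 36 UMIs.

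HSPB1 in proximal tubule-like nuclei was at 15.4 CPM in ATN-A and between 29.7 and 32.4 in the other injured libraries. Counting error was to be accepted if its upper 95% Poisson bound reached the lowest of the others. That bound was 21.7 and stayed below the 25.4 of CAMR-B without TMM normalization. Counting error is argued against for the gap to ATN-B and CAMR-A, with 202 and 179 UMIs against 46, since the lowest of their lower bounds was 30.0. CAMR-B held 13 UMIs, with a lower bound of 13.5, so for the gap to CAMR-B counting error stays open. No biological explanation was tested.

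Within proximal tubule-like nuclei, 4 genes outside those the paper discusses were higher in injured kidneys, namely AC119673.2, MIR34AHG, NRCAM and ZBBX. Each was higher in all 4 injured libraries, with log2 fold changes of 3.77, 3.33, 2.99 and 4.03 and adjusted p-values of 0.0224, 0.0238, 0.0238 and 0.0334 from edgeR. ZBBX had 5 UMIs in the normal library. AC119673.2 overlaps SLC41A1 and PM20D1 on the other strand, and MIR34AHG and ZBBX also overlap other genes on the other strand, so part of their counts may be uncertain. A difference in library size is argued against, since their median log2 fold change was 3.41 with libraries thinned to the shallowest and 3.55 without. After thinning, 2 of the 4 were called, AC119673.2 and MIR34AHG. None of the 4 was called without ATN-A, without CAMR-A or without CAMR-B, and ZBBX was not called without ATN-B either. With each of the 2 proximal tubule-like clusters tested alone, AC119673.2 was called in both, NRCAM in the cluster led by SLC5A12 and the other 2 genes in neither. A difference between the 1 normal library and the others stays open beside the injury itself.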

How the results depend on the processing

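The setting that removes the highest doublet scores, the naming by most markers and the tests of each proximal tubule-like cluster alone were chosen after seeing the data. Over the 32 results, 415 alternatives were computed. Of these, 306 kept the direction and side of the threshold, or stayed within the spread or within 1.5 times. No paired analysis was possible because the groups share no replicate numbers. For the proximal tubule-like nuclei, the setting without any filter on nuclei was not run, since barcodes outside the filters were not clustered. The cause was not tested for any change below unless it is given.

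Nuclei numbered 20246 without any filter. Leaving out 1 injured library gave 11407 to 14331, since fewer nuclei are counted. Mean UMIs per nucleus were 5951 without any filter, and counting genes in place of UMIs gave 1976. The correlation of UMIs and genes was 0.894 without any filter, 0.900 with no upper limit on genes, 0.943 as the square and 0.987 as Spearman's rho. The correlation with the mitochondrial percent was 0.0151 without any filter, 0.0293 as the square and 0.623 with the UMIs of mitochondrial genes in place of their percent. The mean number of genes per library was 24269 when a UMI in at least 3 nuclei was needed and 25089 with libraries thinned, against 27917 in the main setting.

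The number of clusters stayed between 19 and 25, and 14 to 19 clusters were found in every library. With at least 5 nuclei needed in every library, 13 clusters remained in the main setting and 9 without integration. The mean tubule share of the injured libraries stayed between 30.9% and 54.4%. At a resolution of 0.8 it was lowest, since a cluster of 1793 nuclei led by CDH6 and with HAVCR1 among its leading genes was then named parietal epithelial-like. Naming by the most markers gave the same name there. Immune nuclei ranged from 410 to 2085 with 1 injured library left out, the lowest without CAMR-B. Removing the highest doublet scores gave 729 immune nuclei, because 2 immune clusters then stayed unnamed, one of which had merged with the skeletal myocyte-like nuclei. With naming by the most markers on those same nuclei the number was 2593. Across the planned clustering settings and both scales, proximal tubule-like nuclei had the highest JUN in 0 of the 4 injured libraries.

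JUN over all nuclei changed sign with the libraries labelled acute tubular necrosis only (0.0571) and without any filter on nuclei (0.00196). With 1 injured library left out it ranged from -0.34 to -0.05. For proximal tubule-like nuclei, JUN changed sign without integration (-0.10), at a resolution of 0.8 (-0.60), with libraries thinned (-0.60), without ATN-A (-0.0403) and without ATN-B (-0.0428), and with 1 library left out it ranged from -0.0428 to 0.17. It was -0.896 in the cluster led by SLC5A12 alone, again a change of sign, and 0.54 in the cluster led by CDH6 alone. Adjusted p-values for JUN ranged from 0.894 to 0.999 over all nuclei and from 0.685 to 0.997 in proximal tubule-like nuclei by edgeR and DESeq2. HSP90AB1 and HSP90B1 over all nuclei kept a log2 fold change below 0 in each of their 12 alternatives, and that of HSP90B1 was -0.000306 without ATN-B.

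Over all nuclei, edgeR called 0 genes in each edgeR setting, with 1732 at an unadjusted p under 0.05 in the main one, while DESeq2 called 513, 131 higher and 382 lower. In proximal tubule-like nuclei the main count was 110. DESeq2 called 535, and its share of higher genes was 38.5% against 3.64% in the main test. The count was 252 without a low-count filter, 70 at a resolution of 0.8, 50 without integration and 0 with the libraries labelled acute tubular necrosis only. It was 87 in the cluster led by SLC5A12 alone and 32 in the cluster led by CDH6 alone. With 1 injured library left out it ranged from 0 (without ATN-A) to 125 (without ATN-B), and it was 14 without CAMR-A and 12 without CAMR-B. With libraries thinned, 66 of the 110 were among the 82 genes called. NR4A1 and FOS kept their direction in every alternative run. The call of NR4A1 in proximal tubule-like nuclei was lost in 4 of 16 alternatives, the cluster led by CDH6 alone among them.

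The number of stress genes in over 20% of nuclei in the injured mean was 1 in the main setting. It was 0 with nuclei thinned to 500 or to 1000 UMIs, as fewer UMIs per nucleus are counted, and 2 without any filter. With 1 injured library left out it ranged from 1 to 2, the latter without CAMR-B. Within classes it was 0 in T-like nuclei, 2 in B-like, intercalated-like, distal tubule-like and podocyte-like nuclei, and 4 in skeletal myocyte-like nuclei of 1 library. The B-like value averages 2 libraries, so it includes nuclei outside CAMR-B that are not read as B cells. In the normal library the count was 5 in podocyte-like, 3 in intercalated-like, 3 in distal tubule-like and 2 in fibroblast-like nuclei. With nuclei thinned it was 0 in each of these classes.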

Differences from the paper's values

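With the paper's filters, 16011 nuclei were kept here, and the paper gives 13,075. Before any filter there were 20246 barcodes here, at a mean of 4049.2 per library, where the paper's values are 13,075 and 2483. The paper's total is the sum of the numbers of cells that Cell Ranger estimated in its supplement. For the normal kidney that estimate is 2846, beside 4190 deposited barcodes before the filters and 3429 after them. The mean after the filters was 3202.2.

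The paper gives an average of 1082 unique transcripts per nucleus, as the paper's value, while the mean here was 4116 UMIs per nucleus. Of the alternatives set before the data were examined, none brought the value within the paper's. The closest was the mean number of genes per nucleus, at 1976, and the median UMI count was 2952. The other filters and the libraries left out gave 3774 to 5951 UMIs.

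The paper prints its values for UMIs against genes and against the mitochondrial share as squared correlations. Its 0.97 and 0.17 lie beside Pearson correlations of 0.971 and 0.171 here, whose squares were 0.943 and 0.0293.

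The paper states that HSP90AB1 and HSP90B1 were higher in the injured kidney. Over all nuclei, HSP90AB1 had a log2 fold change of -0.27, with all 4 injured libraries below the normal one, and HSP90B1 one of -0.13, with 1 of 4 above it. Neither was called changed by edgeR or DESeq2. In proximal tubule-like nuclei, HSP90B1 had a log2 fold change of 0.19 with 3 of 4 injured libraries above the normal one, which was not called either. In the clusters led by SLC5A12 and by CDH6 alone it was 0.41 and 0.38, with 2 and 3 of 4 above, and neither was called. In fibroblast-like nuclei HSP90B1 was at 123 CPM in the normal library and at 265 in the injured mean, with all 4 above. That class seems to hold plasma cells in CAMR-B, so its value there is uncertain. In 3 of 8 classes the normal library was above every injured library compared. The share of nuclei with a UMI was higher in 3 of the 4 injured libraries than in the normal one for both genes, which goes against the CPM and is read as no order.

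The paper states that JUN was prominent in the proximal tubule cluster of the injured kidneys, and highest there relative to normal kidneys. Ranked by the mean of the injured libraries over the normal one, the proximal tubule-like class was the highest of 8 classes at 1.10. Podocyte-like nuclei were next at 0.997, from 2 injured libraries. The CPM ranked were not TMM-normalized, and after TMM normalization the injured mean of the proximal tubule-like class was 18.7, below the normal 19.3. The ranking was chosen after seeing the values. The proximal tubule-like class stayed the highest at a resolution of 0.3 and with called doublets or the highest doublet scores removed. It also did without ATN-A, without CAMR-A and without CAMR-B. At a resolution of 0.8 the class ranked 5 at 0.680, without integration 2 at 0.980, and without ATN-B 2 at 1.00. With means of log-normalized values in place of CPM, the class was the highest at 1.18, and also without integration at 1.06. On that scale it ranked 3 at a resolution of 0.8, at 0.745. Ranked by level within each library, the proximal tubule-like class was the highest in 0 of the 4 injured libraries, and its log2 fold change of injured over normal kidneys was 0.03. With the libraries labelled acute tubular necrosis only it was 0.25, again not called. In the cluster led by CDH6 alone it was 0.54 with all 4 injured libraries above the normal one, and in the cluster led by SLC5A12 alone -0.90 with all 4 below. Neither was called. CAMR-B held 4 JUN UMIs in the whole class, so its side in each cluster rests on few counts.

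The paper states that all of its clusters were found in each group. Of the 21 clusters here, 18 had nuclei in every library, and 3 had 0 nuclei in the normal library. At no setting run were all clusters found in every library. The paper reports 16 clusters, and at a resolution of 0.3 there were 16 clusters with nuclei in every library, out of 19.

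The paper states that the stress genes were present in less than 20% of cells. Of the 11 genes in its figure, FOSB included, 9 were in the normal library and 10 in the mean of the injured libraries. With nuclei thinned to 500 or 1000 UMIs, all 11 were below 20% in both.

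The paper states that the tubule clusters were the most prevalent. This held in 4 of the 5 libraries, and in CAMR-B B-like and T-like nuclei were more frequent.

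The paper states that the stress pathways were not induced in the normal kidney. The paper draws this from HSP90AB1 and HSP90B1, with normal kidney isolated by both methods, and the sample with douncing was not analysed here. NR4A1, another of its stress genes, was at 97.8 CPM over all nuclei of the normal library and at 6.55 in the mean of the injured libraries. Without a normal kidney handled in another way, these levels do not measure induction and do not decide the paper's statement.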

Other observations

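The tests of NR4A1, of library size and of the 2 proximal tubule-like clusters alone were chosen only after the result was seen.

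NR4A1 was higher in the normal library than in each injured library. A difference in the shares of the classes is argued against as the whole cause, since in 8 of 8 classes the normal library was above each injured library compared. For podocyte-like nuclei only 2 injured libraries had enough nuclei. The mix of states within a class may still be part of it. The log2 fold change was -5.40 in the proximal tubule-like cluster led by SLC5A12 and -1.85 in the one led by CDH6, where it was not called by edgeR. Free RNA of a single class is argued against, since the highest class of the normal library was at 3.63 times its median class. A difference in library size is argued against, since the log2 fold change was -3.83 with libraries thinned to the shallowest. The pattern rests on 1 normal library. Handling of that biopsy, its donor and the absence of injury stay open, and a response to handling may be one candidate explanation that these values leave untested.

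The 106 genes lower in proximal tubule-like nuclei of injured kidneys included AP003119.3, CALML3-AS1, CPNE6, CYP27B1 and PDK4 as the largest decreases. PDK4 had a log2 fold change of -6.50, CYP27B1 of -6.57, AP003119.3 of -7.10 and CALML3-AS1 of -7.38, each called by edgeR. None of these calls was kept without ATN-A. CPNE6 had 148 UMIs in the normal library and 1 over the injured libraries, a ratio of 406 with a counting interval of 71.7 to 16140. CYP27B1 overlaps METTL1 on the same strand and CALML3-AS1 overlaps AL732437.1, so their counts are uncertain. Free RNA of other classes in the normal library is argued against as the main cause, since 11.3% of the 106 genes were over 3 times higher in another class of that library. A difference in library size is argued against as the whole cause, since 64 of the 99 genes still tested were called lower with libraries thinned. For the others it stays open. The mix of the 2 proximal tubule-like clusters may be part of the pattern. With the cluster led by SLC5A12 alone, 63 of the 105 genes tested kept their call, and with the one led by CDH6 alone 19 of 102, out of 87 and 32 genes changed in all. Of the 97 genes also tested in distal tubule-like nuclei, 76 were lower in all 4 injured libraries, where 26.0% of all genes tested were. Of the 81 tested in endothelial-like nuclei, 61 were, where 26.1% of all genes tested were. A difference of the normal library across cell classes may thus be part of the pattern, beside free RNA from its proximal tubule nuclei. Taking each library in turn as the lone one against the other 4 gave 110 changed genes for the normal library and 0 for each injured library. Only 1 of 5 splits was as large, and 5 splits cannot give a share below 0.2, so chance in which library stands alone stays open.

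Over all nuclei, the same procedure gave 0 changed genes by edgeR for the normal library, with 1732 at an unadjusted p under 0.05 and 513 by DESeq2. It gave 801 for CAMR-B against the others, 645 of them higher in CAMR-B.

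Proximal tubule transcripts were seen in other nuclei of the normal library. A CUBN UMI was seen in 53.2% of its endothelial-like nuclei, at a median of 1878 UMIs, and in 14.4% to 35.0% of those of the injured libraries. Depth of the nuclei is argued against, since with each nucleus thinned to 500 UMIs the share was 26.4% (interval 21.2% to 32.1%) in the normal library and at most 8.24% in the injured libraries. Free RNA may account for this, as the proximal tubule-like nuclei of the normal library held CUBN at 4366 CPM, against 606 to 2546 in the injured libraries. Genes of the proximal tubule that seem lower in other classes of injured kidneys could therefore reflect less free RNA.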
